A study of Homo sapiens with 20 samples.

How the data were processed

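The measurements were RNA-seq read counts per gene in 20 samples of human neutrophils, 5 in each of 4 groups. Per the labels' protocols, neutrophils were isolated from whole blood of healthy donors by immunomagnetic negative selection and incubated for 18 h in serum-free RPMI medium (SFM), in the same medium with 45 nM TRAIL (SFM-T), in medium conditioned by MDA-MB-231 cells (CM), or in medium collected from MDA-MB-231 cells that had been exposed to 45 nM TRAIL for 24 h (T-CM). TRAIL is a ligand of the tumour necrosis factor family that binds death receptors, and MDA-MB-231 is an established human triple-negative breast cancer cell line. RNA was extracted with spin columns and made into stranded total RNA libraries after depletion of ribosomal RNA, per the labels' protocols.

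The values deposited by the authors are estimated counts per gene, not scaled between libraries. Of the deposited values, 94.1% were whole numbers and the rest carried decimals, the form in which a tool that shares ambiguous reads among genes reports expected counts. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the file, so no coordinates are given. The table had 58870 rows, each named by a versioned Ensembl identifier and a symbol, and 0 rows named no gene. A count above 0 was present in 37726 rows. By unversioned identifier, 99.5% of the rows matched GENCODE release 29, which was used only for gene type, length, GC content and overlaps. Whether counting used the strand is not stated, so genes that overlap another gene, on either strand, have uncertain counts. Reads of near-identical copies may also have been divided among them. The 45 rows for second copies of pseudoautosomal genes held at most 0.04% of the counts of a library. TGFB1 was identified by its Ensembl identifier, since its row carried another symbol.

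Counts were rounded to whole numbers. Library totals ranged from 35.1 to 88.5 M counts (M, mega). With such totals, counting error is small beside the spread between samples for all but the lowest genes, and floors cover counting error only. A group with at most 3 counts in every library was treated as at the floor, and fold changes against it are given as lower bounds. No replicates were duplicates: the lowest chi-square per degree of freedom between samples of one group was 107.

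Genes were filtered with filterByExpr by group in edgeR 4.0.16 (R 4.3.3), which left 18146 genes. Libraries were scaled by TMM, and a quasi-likelihood model with robust estimation was fitted to all 20 samples together, with the group as the only term. There were 4 contrasts: SFM-T against SFM, T-CM against CM, CM against SFM, and the TRAIL effect in conditioned medium minus that in serum-free medium (the interaction). P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Standard errors are the fold change divided by the square root of the F statistic. Levels are counts per M (CPM) after TMM scaling, given as mean ± SD over 5 samples. Shares of counts were compared by exact 2-sided permutation tests.

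Lists of genes were fixed before the data were examined, as were the tests, the groups, the first set of alternatives and the rule for naming genes. The NF-kB list had 24 genes tested of 24, the cytokine and chemokine list 20 of 21, the immune suppression list 18 of 20 and the interferon list 23 of 23. A list of TRAIL receptors and ligand had 5 genes tested of 6. The first 4 lists were tested in each contrast with camera in limma 3.58.1, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over the 16 tests. Of those 16, 9 passed with camera, 7 with fry and 3 with a correlation estimated for each list. Marker lists for monocytes, T cells, B cells, platelets, erythroid cells, eosinophils and MDA-MB-231 cells were also fixed then. Genes named in the text are, per contrast, the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, a mean log2 CPM of at least 2 and no overlap between the groups (overlap was not considered for the interaction). Members of the 5 response lists that passed the threshold, and NFKB2, CXCL8, IL1B and CD274 in any case, could also be named. Genes that differ between donors by sex or genotype, and identifiers without a symbol, were left out. Members of the marker and STAT5 lists, and of the second list of tumour-cell transcripts, are named outside this rule and were chosen after their values were seen. Medians of lists are of log2 fold changes of log2 CPM, and fry p-values of the 7 marker lists, with the block, were adjusted over 21 tests.

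The labels number the samples 1 to 5 in every group without saying whether a number marks a donor. Deviations from the group means correlated between same-numbered samples of different groups in all 30 pairs (r from 0.2 to 0.78, median 0.51, across genes). In the 120 pairs of different numbers, r ranged from -0.58 to 0.32 with a median of -0.11. The numbers therefore paired the samples, and values from a fit with the replicate number as a block are given where they changed a call or moved a count by more than 1.5 times. Fits that left out samples had no block, so blocked values are also given for genes described as losing their call in them.

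The alternatives were scaling by the size factors of DESeq2 or by library totals only, no filter or at least 10 counts in every sample, the replicate block, legacy dispersion estimates, fits to only the groups compared, the Wald test of DESeq2 1.42.0, a fold change of at least 2, other settings of the list test, and fits that left out single samples. Thinned counts, removal of GC and length trends, and fits that left out one replicate number from every group were added after the data were seen. The procedure was tested on simulated counts with 200 changed genes among 18146, each changed by 2 in size on the log2 scale. Without the block it recovered 178 of them (89%) with 6 false calls among 17794 genes tested. With the block it recovered 193 (96.5%) with 19 false calls. Smaller changes were not simulated, so these rates do not show how many of them would be found. False calls were a larger share of the calls with the block than the adjusted p threshold allows. Counts from fits with the block may therefore hold more false calls than that threshold implies.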

Results

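Neutrophils from healthy donors were profiled by total RNA sequencing after 18 h in 1 of 4 media, with 5 samples in each group. The groups allow TRAIL added to neutrophils and the medium of TRAIL-treated tumour cells each to be compared with a control. In the latter medium, remaining TRAIL and products of the tumour cells are confounded. Library totals, with M for mega, were 46.4 ± 3.49 M counts in SFM (SD, n = 5, range 44.2 to 52.5), 48 ± 22.8 M in SFM-T (35.1 to 88.5), 50.4 ± 7.5 M in CM (43.3 to 62) and 50.3 ± 10.3 M in T-CM (40.8 to 66.3). The totals did not differ by exact 2-sided permutation tests between SFM-T and SFM (p = 1), T-CM and CM (p = 0.992) or CM and SFM (p = 0.397), where the smallest p possible was 0.00794.

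A small number of noncoding RNAs held a large part of the counts. RN7SL1 and RN7SL2, the RNA components of the signal recognition particle, held 14.8% ± 7.54 of the counts in SFM (SD, n = 5) and 4.3% ± 1.62 in CM, a difference with an exact permutation p of 0.00794, the smallest possible. In SFM-T the share was 10.1% ± 3.19 (exact permutation p = 0.254 against SFM), and in T-CM it was 3.02% ± 1.71 (exact permutation p = 0.27 against CM). The RN7SK share was 1.63% ± 0.207 in SFM and 1.65% ± 0.164 in CM (exact permutation p = 0.849). RPPH1 held 1.04% ± 0.492 in SFM and 0.38% ± 0.126 in CM (exact permutation p = 0.00794). Mitochondrial genes held 0.829% ± 0.255 of the counts in SFM and 0.312% ± 0.108 in CM (exact permutation p = 0.0159).

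The first principal component of log2 CPM held 33.4% of the variance, of which the group accounted for 48.9% and the replicate number for 45.6%. The second component held 19%, with 67.9% of it accounted for by group and 25.7% by replicate number.

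**Figure D1:**
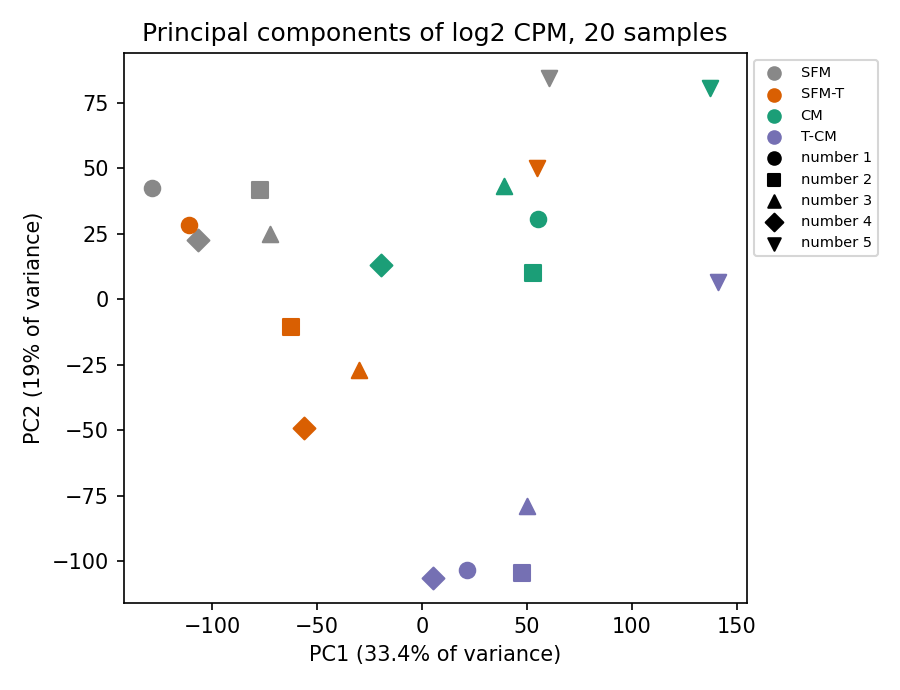
Scores of the 20 samples on the first (x axis, 33.4% of variance) and second (y axis, 19%) principal components of log2 CPM, in arbitrary units, with colour for the group and symbol for the replicate number. T-CM samples 1 to 4 lie at the bottom of the second component, and samples numbered 5 lie to the right of the others of their group.

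The comparison of SFM-T with SFM addressed the effect of TRAIL itself on neutrophils. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 267 of 18146 genes changed, 225 higher and 42 lower in SFM-T. With the replicate number as a block the count was 1332 (844 higher, 488 lower), which included all 267. Leaving replicate number 2 out of every group lowered it most, to 12 genes. Without SFM 1 it was 95, and without SFM-T 1 it was 594.

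Among genes not left out of naming, with a mean log2 CPM of at least 2 and no overlap between the groups, the largest rise was that of MMP14 (ENSG00000157227.13), from 1.05 ± 0.729 CPM in SFM to 139 ± 148 CPM in SFM-T, a log2 fold change of 7.02 (SE 1.1, adjusted p = 0.00249). IL1A (ENSG00000115008.5) rose from 1.55 ± 1.24 to 59.5 ± 37.5 CPM, with a log2 fold change of 5.29 (SE 0.75, adjusted p = 0.00159). ETV5, SGPP2 and DLEC1 followed, with log2 fold changes of 4.71, 4.14 and 4.04. ETV5 and DLEC1 overlap other genes and are uncertain to that extent. The 5 genes with the largest falls among genes of this kind were IFIT2 (-1.87), EIF2AK2 (-1.61), APOL1 (-1.45), ZBP1 (-1.26) and IL12RB1 (-1.19). IFIT2 and EIF2AK2 also overlap other genes. When single samples were left out in 10 fits, the rises of these 5 genes and the fall of IFIT2 stayed past the threshold. The call was lost in 6 fits for EIF2AK2 (adjusted p up to 0.12), 5 for APOL1 (up to 0.0758), 9 for ZBP1 (up to 0.161) and 2 for IL12RB1 (up to 0.0627). With the block and all samples their adjusted p was 0.0039, 0.00136, 0.00118 and 0.000182 in that order. NFKB2 (ENSG00000077150.19) rose from 334 ± 178 to 1110 ± 481 CPM, with a log2 fold change of 1.74 (SE 0.41, adjusted p = 0.0366). The call was lost in 8 of those 10 fits, with log2 fold changes from 1.52 to 2.01 and adjusted p up to 0.113. With the block and all samples the adjusted p of NFKB2 was 0.00248. IL1B (ENSG00000125538.11) rose from 51.5 ± 22.4 to 389 ± 259 CPM, with a log2 fold change of 2.92 (SE 0.48, adjusted p = 0.00505). CXCL8 (log2 fold change 1.46, adjusted p = 0.266, 0.0816 with the block) and CD274 (1.47, adjusted p = 0.624, 0.0871 with the block) were higher in SFM-T in all 5 same-numbered pairs but did not pass the threshold. The CD274 value ranged from 0.97 to 2.48 when single samples were left out, without passing in any fit.

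The comparison of T-CM with CM addressed the effect of medium from TRAIL-treated against untreated tumour cells. It called 2675 genes, 1530 higher and 1145 lower in T-CM, and 5942 with the block (2883 higher, 3059 lower), of which 2670 were shared. Scaling by library totals alone gave 2920 genes with the opposite balance, 1174 higher and 1746 lower, and shifted the median log2 fold change of all genes from -0.02 to -0.15. Leaving out replicate number 3 gave 1120 genes and leaving out number 5 gave 3776.

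Among genes not left out of naming, with a mean log2 CPM of at least 2 and no overlap between the groups, the largest rises were those of SGPP2 (log2 fold change 8.05, SE 0.99, adjusted p = 3.04e-05), MMP14 (7.63, SE 1.1, adjusted p = 0.000113), IL1A (7.58, SE 0.82, adjusted p = 1.32e-05), C15orf48 (6.66) and TNFAIP6 (6.21). IL1A stood at 1.62 ± 1.26 CPM in CM and 310 ± 148 CPM in T-CM. The largest falls among genes of this kind were those of IMPA2 (-3.53), CXCR1 (-3.4), VWF (-3.4), ARHGAP33 (-3.37) and NHS (-3.36). CXCR1 (ENSG00000163464.7) fell from 721 ± 293 CPM in CM to 68.4 ± 103 CPM in T-CM (SE 0.83, adjusted p = 0.00847). C15orf48 and ARHGAP33 overlap other genes. NFKB2 rose from 215 ± 63.9 to 1460 ± 337 CPM, with a log2 fold change of 2.76 (SE 0.43, adjusted p = 0.000264). CXCL8 (ENSG00000169429.11) rose from 7140 ± 2190 to 25000 ± 15500 CPM, with a log2 fold change of 1.81 (SE 0.55, adjusted p = 0.0301). This call was lost in 6 of 10 fits that each left out 1 sample, with the lowest value without T-CM 1 (1.47, adjusted p = 0.101). With the block and all samples the adjusted p of CXCL8 was 0.0115. IL1B rose from 27 ± 4.49 to 1300 ± 628 CPM, with a log2 fold change of 5.59 (SE 0.55, adjusted p = 8.18e-06). CD274 (ENSG00000120217.14), which encodes PD-L1, rose from 24.7 ± 11.6 to 463 ± 194 CPM, with a log2 fold change of 4.23 (SE 0.94, adjusted p = 0.00484). All 5 CM libraries held at most 3 counts of CCL20 and CSF3, which were at least 82-fold and at least 54.2-fold higher in the T-CM mean. The CCL20 bound rests largely on T-CM 1 and was 37-fold without it, while that of CSF3 ranged from 45.7-fold to 67.5-fold when single samples were left out. T-CM 5 showed no rise of CCL20, with 0.0316 CPM against 0 to 0.0779 CPM in CM, so CCL20 was higher in 4 of 5 same-numbered pairs. CSF3 stood at 0.0633 CPM in T-CM 5 and at 2.52 to 5.68 CPM in the other T-CM samples.

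**Figure D2:**
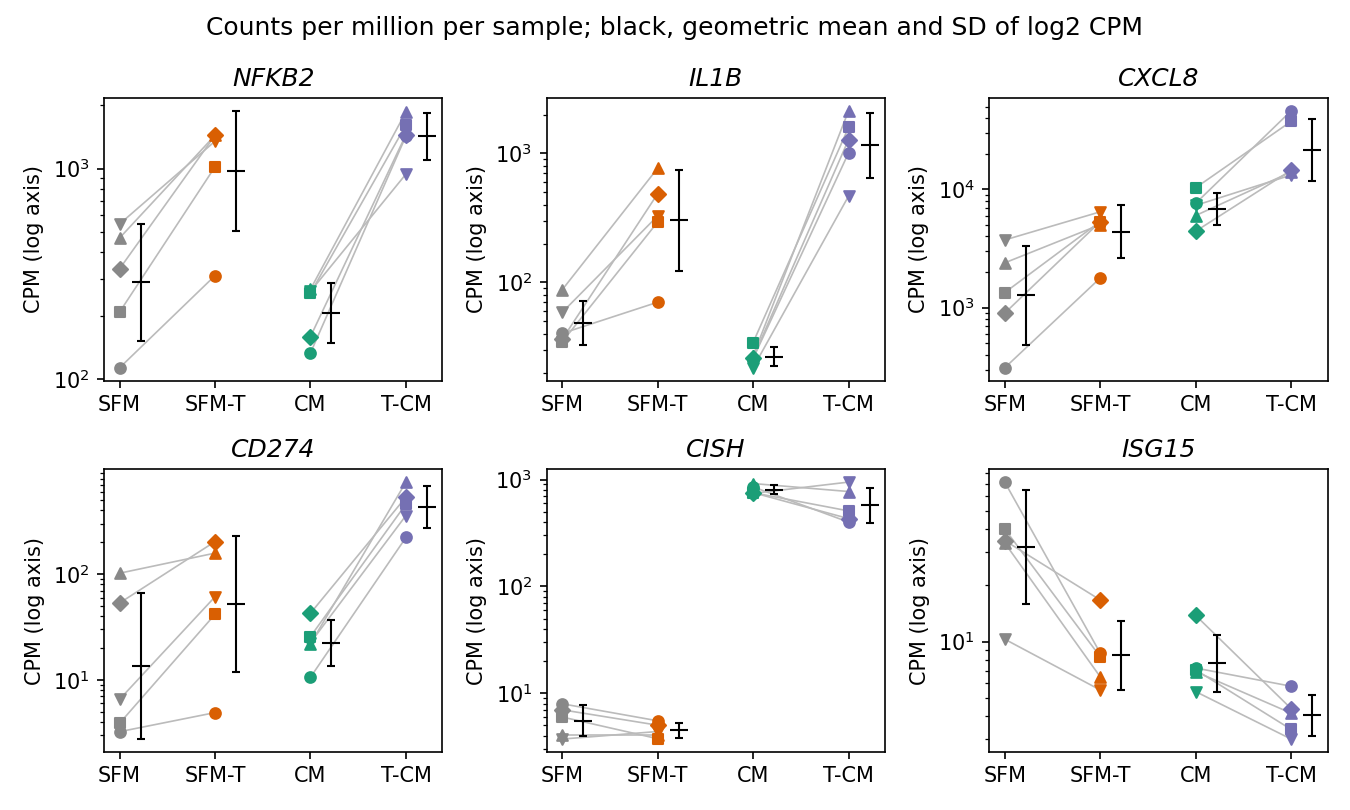
CPM (y axes, log scale) of 6 genes in each of the 20 samples by group (x axes), with lines joining the TRAIL and control samples of one replicate number and symbols for numbers as in the principal component plot. Black bars show the geometric mean and the SD of log2 CPM over 5 samples, and CD274 stood at 24.7 ± 11.6 CPM in CM against 463 ± 194 CPM in T-CM.

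The comparison of CM with SFM gave the effect of tumour-conditioned medium without TRAIL. It called 4272 genes, 2000 higher and 2272 lower in CM, and 9697 with the block (4303 higher, 5394 lower), of which 4271 were shared. Under scaling by library totals alone 3946 genes passed, 1326 higher and 2620 lower, with the median log2 fold change of all genes at -0.4 in place of -0.13. The count was 2374 without SFM 1, 7278 without SFM 5 and 1371 without replicate number 2. Among genes not left out of naming, with a mean log2 CPM of at least 2 and no overlap between the groups, the largest rises were those of GGT5 (7.26), CISH (7.12), VSIG10 (6.04), FFAR3 (5.69) and ADAMTSL4 (5.38). CISH (ENSG00000114737.15) rose from 5.75 ± 1.84 to 805 ± 77.7 CPM (SE 0.33, adjusted p = 4.88e-11) and overlaps MAPKAPK3 on the opposite strand. VSIG10, ADAMTSL4 and IDO1 also overlap other genes. The largest falls among genes of this kind were those of IDO1 (-5.25), GBP1 (-4.89), RN7SL5P (-4.87), TNFRSF9 (-3.77) and HIST2H2AA3 (-3.58). In 10 fits that each left out 1 sample these falls kept their call, but some changed in size. IDO1 ranged from -5.55 to -3.64, GBP1 from -5.17 to -4.01 and RN7SL5P from -5.74 to -3.59. TNFRSF9 ranged from -3.91 to -3.5 and HIST2H2AA3 from -3.92 to -3.36. RN7SL5P shares sequence with RN7SL1 and RN7SL2, and HIST2H2AA3 has a near-identical copy, so both are uncertain. CXCL8 was higher in CM (log2 fold change 2.04, adjusted p = 0.014), whereas NFKB2 (-0.63, adjusted p = 0.238), IL1B (-0.93, adjusted p = 0.129) and CD274 (-0.45, adjusted p = 0.699) did not pass. The CD274 value was 0.53 with the block and 0.56 without SFM 3, so its direction was not determined.

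The interaction asked whether the TRAIL effects differed between the media. It called 20 genes, 18 with a larger effect in conditioned medium and 2 with a smaller one, and 2019 with the block (986 and 1033), which included all 20. The count was 2 without SFM 3 and 276 without T-CM 5. Among genes of sufficient level, the largest differences were those of TNFSF15 (log2 difference 5.41, SE 0.93, adjusted p = 0.025), TNFRSF9 (4.61, SE 0.6, adjusted p = 0.00364), SLAMF1 (4.04), SFMBT2 (3.51) and G0S2 (2.86). ARHGAP33 (-3.09) and ENG (-2.74), which both overlap other genes, differed the other way. In 20 fits that each left out 1 sample, TNFRSF9 stayed past the threshold (adjusted p up to 0.0154). TNFSF15 lost its call in 7, SLAMF1 in 17, SFMBT2 in 16, G0S2 in 15, ARHGAP33 in 15 and ENG in 6. These fits had no block. With the block and all samples the adjusted p was 0.00266, 0.000442, 4.24e-05, 0.00165, 0.0011 and 7.5e-05 in that order. TNFRSF9 stood at 15.3 ± 6.95 CPM in SFM and 10.8 ± 5.76 in SFM-T, and at 1.11 ± 0.352 in CM and 19.4 ± 7.34 in T-CM. NFKBIA differed by 1.87 (SE 0.34, adjusted p = 0.0317, 0.00126 with the block), a call lost in 13 of those fits (adjusted p up to 0.0901). IL1B differed by 2.67 (adjusted p = 0.119), with an adjusted p of 0.00471 with the block and 0.0298 without T-CM 5. NFKB2 (1.02, adjusted p = 0.585) and CD274 (2.76, adjusted p = 0.435) did not pass. The CD274 difference ranged from 1.74 to 3.26 when single samples were left out.

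**Figure D3:**
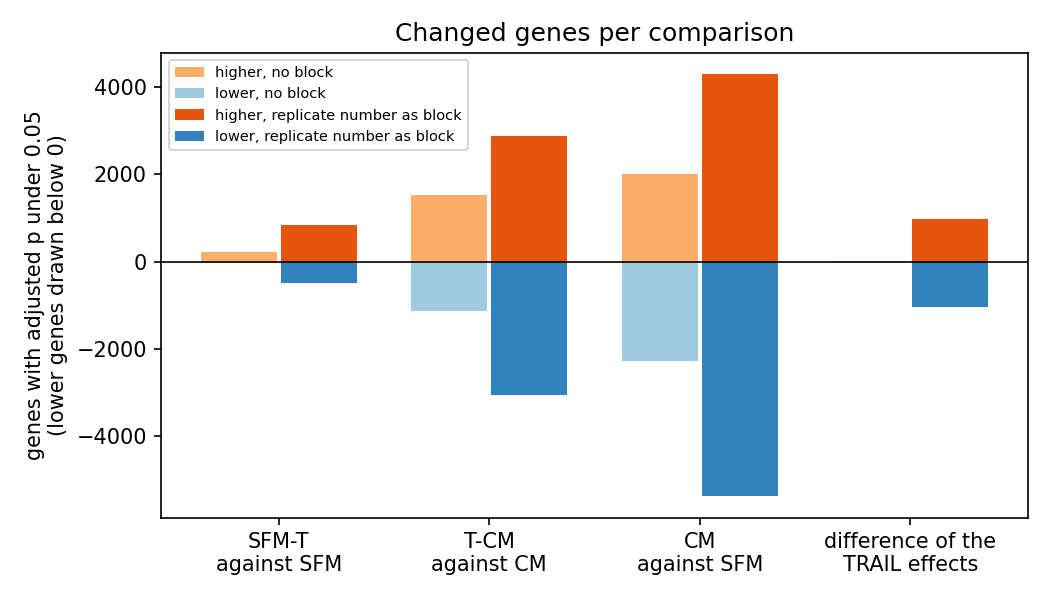
Number of genes with an adjusted p under 0.05 (y axis, genes lower drawn below 0) in each of the 4 comparisons (x axis), without and with the replicate number as a block. The block raised the count in each comparison, from 267 to 1332 for SFM-T against SFM and from 20 to 2019 for the difference of the TRAIL effects.

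Across the 18146 genes, which are not independent replicates, the log2 fold changes of the TRAIL contrasts correlated with a Pearson r of 0.54 and a Spearman rho of 0.39. These contrasts share no library. With labels exchanged within each contrast, 95% of 1000 draws lay between -0.51 and 0.49 (permutation p = 0.034). Of 218 genes called in both contrasts, 216 changed in the same direction and 157 changed more in T-CM against CM.

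The NF-kB list was higher in SFM-T than in SFM (median log2 fold change 0.85, camera adjusted p = 1.1e-16, 23 of 24 genes higher) and in T-CM than in CM (1.5, adjusted p = 1.49e-17, 23 of 24). In SFM-T against SFM 4 of its genes passed over all genes (11 with the block) and 15 adjusted over the list alone. In T-CM against CM 16 passed over all genes and 22 adjusted over the list alone. The cytokine and chemokine list was higher in SFM-T (1.65, adjusted p = 9.53e-18, 18 of 20 genes) and in T-CM (3.14, adjusted p = 8.5e-18, 19 of 20). Its genes passing numbered 9 over all genes (14 with the block) and 15 adjusted over the list alone in SFM-T, and 15 over all genes and 18 adjusted over the list alone in T-CM. The median of the fitted values in T-CM was 3.4, also with CCL20 and CSF3 at their lower bounds. In CM against SFM neither list passed (NF-kB -0.19, adjusted p = 0.397, cytokine -0.42, adjusted p = 0.875). There 7 NF-kB genes passed over all genes (11 with the block) and 10 adjusted over the list alone, and 8 cytokine and chemokine genes passed by either adjustment. The interaction was above 0 for the NF-kB list (0.55, camera adjusted p = 2.19e-07) and the cytokine and chemokine list (1.46, adjusted p = 1.27e-07). Neither interaction held under fry (adjusted p = 0.111 and 0.0717) or with an estimated correlation (0.256 and 0.142). The shifts in the TRAIL contrasts held under fry, and with an estimated correlation those of the cytokine and chemokine list held (adjusted p = 0.0272 in each) and those of the NF-kB list did not (0.0687 in each). In the interaction 1 NF-kB gene passed over all genes (7 with the block) and 7 adjusted over the list alone. Of the cytokine and chemokine genes 0 passed over all genes (6 with the block, 8 at an unadjusted p under 0.05) and 6 adjusted over the list alone.

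The interferon list was lower in SFM-T than in SFM (-1.78, camera adjusted p = 2.24e-18), in T-CM than in CM (-0.94, adjusted p = 9.27e-05) and in CM than in SFM (-2.06, adjusted p = 9.31e-10). All 23 of its genes had a negative fold change in SFM-T and in CM. In T-CM 2 genes had a positive one, of which IFIH1 passed the threshold (1.27, adjusted p = 0.00234). These 3 shifts held under fry (adjusted p = 0.00238, 0.0241 and 0.000345), and with an estimated correlation only the first did (0.0272, against 0.275 and 0.0908). Genes passing over all genes were 2, 7 and 18 (19, 17 and 20 with the block), and 18, 11 and 20 adjusted over the list alone (17 with the block in place of 11). ISG15, which overlaps another gene, fell from 38 ± 21.9 to 9.13 ± 4.43 CPM in SFM-T (-2.06, SE 0.39, adjusted p = 0.00972). The interaction of the list was 0.99 (camera adjusted p = 0.0926, 0.00433 with the block). It did not pass under fry (adjusted p = 0.506, 0.145 with the block) or with an estimated correlation (0.608). It was 0.33 without replicate number 1 and 1.4 without SFM 5. In it 0 genes passed over all genes (8 with the block, 5 at an unadjusted p under 0.05) and 1 adjusted over the list alone (13 with the block). The immune suppression list passed in no contrast by camera (medians -0.03, 0.16, -0.45 and 0.23, adjusted p = 0.801, 0.356, 0.346 and 0.153). With the block, fry gave an adjusted p of 0.0113 for its fall in CM. Its genes passing over all genes were 2, 4, 6 and 0 (4, 8, 11 and 5 with the block), with 6 at an unadjusted p under 0.05 in the interaction, and 2, 5, 9 and 0 adjusted over the list alone (6, 9, 11 and 7 with the block).

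**Figure D4:**
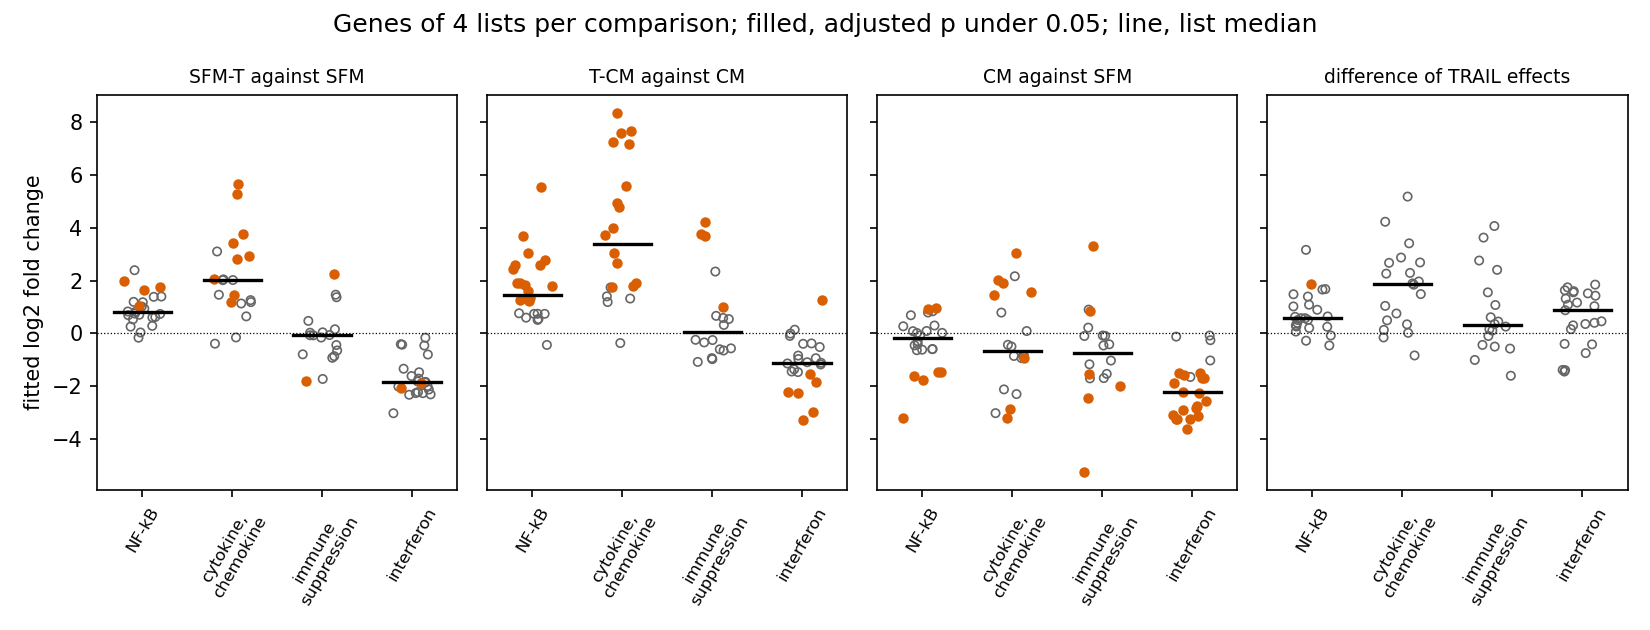
Fitted log2 fold changes (y axis) of the genes of 4 lists (x axis) in the 4 comparisons, with filled points for genes with an adjusted p under 0.05 and a line at the median of the fitted values. The cytokine and chemokine list had its highest median, 3.4, in T-CM against CM.

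Of the TRAIL receptors and ligand, 3 of 5 genes changed in T-CM against CM, over all genes and adjusted over the list alone. With the block 4 passed by either adjustment, the added gene being TNFRSF10B (log2 fold change 0.86, adjusted p = 0.204, 0.00126 with the block, higher in 5 of 5 pairs). TNFSF10, which encodes TRAIL, fell from 35.9 ± 12.5 to 9.17 ± 10.2 CPM (log2 fold change -1.98, SE 0.47, adjusted p = 0.00773). TNFRSF10C fell (-2.71, SE 0.6, adjusted p = 0.00447) and TNFRSF10A rose (1.18, SE 0.38, adjusted p = 0.0433). The TNFRSF10A call was lost in 7 of 10 fits that each left out 1 sample (adjusted p up to 0.116). With the block and all samples its adjusted p was 0.000901. TNFRSF10A, TNFRSF10B and TNFRSF10C overlap other genes. In SFM-T against SFM 0 of the 5 passed over all genes and 1 adjusted over the list alone, with 1 at an unadjusted p under 0.05. TNFSF10 fell there by 1.8 on the log2 scale (adjusted p = 0.0596, 0.00286 with the block). In CM against SFM and in the interaction 0 of 5 passed, with 1 and 2 at an unadjusted p under 0.05, and with the block 3 and 2 passed. Adjusted over the list alone 0 passed in each, and 4 and 2 with the block.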

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

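The counts of other splits were planned for every comparison, though what they would show was written down only afterwards. The other tests of explanations were chosen after the results were seen. What thinned counts with the replicate block would show was written down before they were computed, but after thinned counts without the block had been seen, which they replaced as the test of depth. The tests of tumour-cell RNA for the differences between the TRAIL effects were also revised after first values were seen.

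In groups of 5, a sample was singled out when its gap to the nearest other sample exceeded 0.71 of the range of the group. This occurred in 46 of 448 group values, where chance gives about 22.4. For gene levels it occurred 36 times in 404, where chance gives about 20.2, and genes that move together are not independent. T-CM 5 accounted for 10 of the 36 and SFM-T 1 for 9.

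T-CM 5 stood apart from the other T-CM samples, nearer to the CM values in each of the 10 genes below. Its gap over the range was 0.747 for the mean of the cytokine and chemokine list. By gene the ratio was 0.711 for MMP14 (11 CPM against 208 to 689), 0.898 for IL1A (51.4 against 327 to 403), 0.835 for C15orf48, 0.732 for TNFAIP6, 0.854 for IMPA2, 0.717 for TNFAIP3, 0.73 for CCL4, 0.8 for CSF3, 0.774 for TNFSF10 (27.3 CPM against 3.24 to 5.26) and 0.941 for NFKB1. SFM-T 1 was lowest in its group for NFKB2 (0.777, 310 CPM against 1020 to 1440), C15orf48 (0.714), TNFAIP6 (0.8), TNFSF15 (0.718), NFKB1 (0.725), REL (0.848), NFKBIB (0.826), ICAM1 (0.725) and CXCL8 (0.805). A wrong replicate number was excluded for these samples, since all 20 samples were closest, in another group, to one of their own number. An exchange of the TRAIL and control samples of a number was excluded as well: the cytokine and chemokine score was higher with TRAIL in 10 of 10 pairs, by 1.14, 2.7, 2.17, 2.58 and 1.13 on the log2 scale in numbers 1 to 5 in serum-free medium and by 3.78, 3.52, 3.89, 3.64 and 2.53 in conditioned medium. Depth did not account for them, as all 19 gaps remained in thinned counts. Number 5 thus had the smallest difference in both media, and number 1 only a small one in serum-free medium. A weaker response in both media stays open for number 5, but the value of 3.78 goes against it for number 1. Conditions of single wells stay open for both, and neither was tested further.

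The other gaps in gene levels were scattered. They were 0.777 for ZBP1, 0.719 for RN7SL5P and 0.715 for CD83 in SFM 1, 0.833 for NFKBIZ in SFM 2, and 0.8 for IL12RB1, 0.768 for TNFSF15 and 0.77 for TNFRSF10A in SFM 5. In SFM-T they were 0.797 for IFIT3 and 0.771 for IFIT5 in sample 4, and 0.758 for IMPA2, 0.724 for SLAMF1, 0.723 for ENG and 0.712 for OAS2 in sample 5. In CM they were 0.735 for CXCL5 and 0.718 for OASL in sample 1 and 1 for CSF3 in sample 4, where the other libraries held no count of CSF3. RELB was low in T-CM 4 (0.883). No explanation was tested for these single values.

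Among measures of the libraries, the total of SFM-T 2 was 88.5 M against 35.1 to 41.7 M (0.876) and that of SFM 1 was 52.5 M (0.759). SFM 1 also had the highest RN7SL1 and RN7SL2 share (27.6%, 0.713) and RPPH1 share (1.9%, 0.782). T-CM 5 had the highest RN7SL1 and RN7SL2 share of its group (5.93%, 0.711), CM 2 the lowest RN7SK share (1.36%, 0.897), and SFM-T 5 the highest share in the top 10 genes (24.4%, 0.778). The mitochondrial share was highest in CM 4 (0.497%, 0.717) and in T-CM 1 (1.1%, 0.801). The RN7SL1 and RN7SL2 share was lower in CM than in SFM. A loss shared by all abundant noncoding RNAs was argued against by the ratio of that share to the RN7SK share, which was 9.5 ± 6.18 in SFM and 2.56 ± 0.816 in CM (SD, n = 5, exact permutation p = 0.00794). This sets RN7SK apart only, since the RPPH1 share fell too, from 1.04% to 0.38% (exact permutation p = 0.00794). A loss shared by RN7SL1, RN7SL2 and RPPH1 stays open. RNA quality and a change in transcription stay open.

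The TRAIL effect differed between the media in 20 genes, and for the NF-kB list (0.55) and the cytokine and chemokine list (1.46) by camera. Named genes with such a difference were TNFSF15 (5.41), TNFRSF9 (4.61), SLAMF1 (4.04), SFMBT2 (3.51), G0S2 (2.86), ARHGAP33 (-3.09), ENG (-2.74) and NFKBIA (1.87). Of 100 splits of the 10 pairs of samples between the media, drawn from 126, only the real one gave as many genes (1 of 100). The other splits put SFM and CM samples into one group, which widened the spread within groups. The largest count in any of them was 0, so the number of genes cannot show that the calls exceed chance. The real split was also the only one with as large a median for the NF-kB list (1 of 100) and for the cytokine and chemokine list (1 of 100). With the replicate block, 2050 genes passed after GC and length trends were removed and 1893 in counts thinned to the smallest library, against 2019, so these trends and depth were not the whole cause. Without the block, thinned counts gave 13 genes. RNA of tumour cells in T-CM was considered as a cause. It would raise levels in T-CM, so it was no candidate for the 1033 genes with a smaller TRAIL effect in conditioned medium with the block. Of these genes 936 were lower in T-CM than in CM. They do not test the explanation, since they were selected for a smaller effect. The median difference of the cytokine and chemokine list was 1.16 without T-CM 1, the sample with the most marker transcripts (1.46 with it). Of the summed rise of the marker list 33.9% was left without T-CM 1, but a sum and a median of log2 values are on different scales. The median therefore shows only that the difference for this list does not rest on T-CM 1. For the genes with a larger effect the number of calls cannot tell such RNA apart from a response of the neutrophils. Leaving out T-CM 1 gave 13 genes without the block, but leaving out other single samples gave counts from 2 to 276. The lowest T-CM and highest CM levels were 2710 and 760 CPM for NFKBIA, 161 and 47 for G0S2, and 11.3 and 1.52 for TNFRSF9. They were 32.8 and 7.5 CPM for TNFSF15, 26.7 and 7.99 for SFMBT2, and 7.56 and 2.17 for SLAMF1. Since the marker rise lay mostly in T-CM 1, these values argue against such RNA as the whole cause for these named genes. The unnamed genes stay open.

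The difference between the TRAIL effects does not by itself place the cause in T-CM. In 12 of the 20 genes CM differed more from SFM than T-CM did from SFM-T, on the log2 scale. These differences were -1.75 and 0.12 for NFKBIA, -3.77 and 0.84 for TNFRSF9, -3.23 and -0.37 for G0S2, and 2.35 and -0.39 for ENG. TNFSF15 (-1.94 and 3.47) and SLAMF1 (-1.8 and 2.24) differed more between the TRAIL groups. CM differed from SFM with an adjusted p under 0.05 in 19 of the 20 genes. Selection of the 20 genes used the same samples, which favours such calls. How far this changed level in CM, rather than a stronger stimulus in T-CM, accounts for the difference stays open. TRAIL remaining in the medium and products of the tumour cells are confounded in T-CM.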

How the results depend on the processing

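Alternatives with thinned counts, with GC and length trends removed, and without one replicate number in every group were chosen after seeing the data. The cause of each change below was not tested, except where fewer samples or fewer genes entered a fit.

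The replicate block gave 1332, 5942, 9697 and 2019 genes for SFM-T against SFM, T-CM against CM, CM against SFM and the interaction, where the fit without the pairing gave 267, 2675, 4272 and 20. With the block and GC and length trends removed the counts were 1302, 5889, 9896 and 2050, and with the block and thinned counts 1331, 5726, 9283 and 1893. The block also brought the interferon list interaction (0.99) past the threshold by camera but not by fry (adjusted p = 0.145), and gave 1, 3 and 2 genes of the TRAIL receptors and ligand in SFM-T against SFM, CM against SFM and the interaction, where 0 passed before. It reversed CD274 in CM against SFM (0.53, from -0.45). Among 147 results for named genes it brought 5 past the threshold. Outside these 147, TNFRSF10B in T-CM against CM and TNFRSF10A and TNFRSF10C in CM against SFM also passed with it.

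For SFM-T against SFM, legacy dispersion gave 170 genes, a fit to only the groups compared 66 and the DESeq2 Wald test 486. For the interaction, library totals gave 7 genes, no count filter 43, the DESeq2 Wald test 169 and thinned counts without the block 13. The other settings that kept all samples stayed within 1.5 times for each count. The DESeq2 Wald test called 1 gene of the TRAIL receptors and ligand in SFM-T against SFM. The correlation of the TRAIL effects was 0.6 with at least 10 counts in every sample, where fewer genes entered.

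With a correlation estimated for each list, these results no longer passed: the NF-kB list in SFM-T (0.85) and T-CM (1.5), the interferon list in T-CM (-0.94) and CM (-2.06), and the interactions of the NF-kB (0.55) and cytokine and chemokine (1.46) lists. Under fry only those interactions (0.55 and 1.46) were lost. Medians that changed sign were never past the threshold: the immune suppression list in SFM-T without a count filter (0.02) and in T-CM with at least 10 counts in every sample (-0.18), and the cytokine and chemokine list in CM with that filter (0).

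Leaving out one sample, or one replicate number from every group, changed the counts to between 12 and 594 genes for SFM-T against SFM, 1120 and 3776 for T-CM against CM, 1371 and 7278 for CM against SFM, and 0 and 428 for the interaction. The 0 arose without number 3 and without number 4, where 1083 and 1407 genes had an unadjusted p under 0.05. The other lowest values came without number 2, number 3 and number 2, and the highest without SFM-T 1, number 5, SFM 5 and number 5. List medians ranged from -0.15 to 0.06 for the immune suppression list in SFM-T, -0.09 to 0.39 for it in T-CM, -0.4 to 0.07 for the NF-kB list in CM, and 0.33 to 1.4 for the interferon interaction, which passed the threshold in 7 of 25 fits. The other list results kept their direction and their call in these fits. TRAIL receptors and ligand ranged from 0 to 1 in SFM-T, 1 to 3 in T-CM, 0 to 1 in CM and 0 to 1 in the interaction. The correlation ranged from 0.44 to 0.58. CD274 in CM against SFM ranged from -0.76 to 0.6, positive without SFM 3 (0.56) and without number 3 (0.6). Among named genes in these fits, which had no block, 280 values lost their call when one sample was left out and 3 gained one. When one number was left out, 206 lost theirs and 2 gained one. Without a count filter 20 of the 147 lost their call and with DESeq2 size factors 2 did, while the DESeq2 Wald test gave 2 a call.

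Depth limits the lowest genes: CCL20 and CSF3 in CM were at the floor of 3 counts, so only bounds of 82-fold (37-fold without T-CM 1) and 54.2-fold can be given.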

Other observations

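The tests in this part were chosen, or what they would show was written down, after the results had been seen, with these exceptions: counts of other splits were planned, though what they would show was written down only afterwards, and both the second list of tumour-cell transcripts and the thinned fits with the block had their outcomes stated before they were computed. Those tests replaced earlier ones whose values had been seen, on the first marker list and on thinned counts without the block. The test of the cytokine list was moved from a sum to the median, and a single monocyte gene was no longer taken to exclude monocytes, after first values were seen.

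Other splits of the same 10 samples into groups of 5 were compared with the real one, with 100 drawn of 126. As many genes passed in 4 of 100 for SFM-T against SFM, 1 of 100 for T-CM against CM and 2 of 100 for CM against SFM. The larger counts, up to 2531 and 7910, came from splits that part 1 or 3 of the 5 same-numbered pairs. Some of these also had list medians larger than the real split in the same direction. For SFM-T against SFM, a split that parts only 1 pair called 1996 genes. Its NF-kB median was 1.08 (0.85 in the real split), while its cytokine and interferon medians were smaller in size than the real ones. Such splits hold only a part of the treatment difference, so differences between replicate numbers enter their counts and medians. Of the drawn splits that part all 5 pairs (12, 13 and 11), only the real one gave as many. A median as large in size was given for the SFM-T contrast by 7 of 100 splits for the NF-kB list, 5 of 100 for the cytokine and chemokine list and 2 of 100 for the interferon list. By this count the first 2 shifts were not set apart from chance splits. For T-CM against CM the numbers were 1 of 100, 1 of 100 and 16 of 100, so the interferon shift there was not set apart either. For CM against SFM the interferon list gave 2 of 100. In each of these cases the real split was the only one as large among those that part all 5 pairs.

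GC content, gene length and depth were examined with the replicate block. With GC and length trends removed, 1302 genes passed for SFM-T against SFM, 5889 for T-CM against CM and 9896 for CM against SFM. In counts thinned to the smallest library the numbers were 1331, 5726 and 9283. The blocked counts were 1332, 5942 and 9697, so neither trend was the whole cause.

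Transcripts of MDA-MB-231 cells were higher in T-CM than in CM. The marker list, with 8 of 11 genes tested, summed to 13.6 ± 16.4 CPM in T-CM and 2.59 ± 0.832 in CM (median log2 fold change 1.67, 7 of 8 genes higher, limma fry adjusted p = 0.000526 with the block), and 7 of 8 were highest in T-CM 1 among T-CM samples. CCN1 stood at 14.5 CPM in T-CM 1 and at most at 0.208 CPM in CM, and KRT8 at 4.21 CPM in T-CM 1. Each of the 8 genes also had counts in SFM, where the list summed to 3.91 ± 2.04 CPM. In SFM-T it summed to 2.85 ± 0.79 CPM. A response to TRAIL itself was argued against, since the list did not rise in SFM-T (median -0.24) and its interaction had a fry p of 0.000206 with the block and an exact permutation p of 0.00794 for the list score. Carry-over of tumour-cell RNA may contribute: of 11 genes tested from a second list of 18, 5 had their highest value of the 20 samples in T-CM 1, against 8.78% of all genes (exact binomial p = 0.00154). This is limited evidence, because in only 2 of the 5, COL4A2 and AMOTL2 by the values seen afterwards, was T-CM 1 more than 2 times any other sample. LAMB3 and CRIM1 were also high in other samples. A response of the neutrophils to the medium of TRAIL-treated cells stays open. Carry-over was not the whole cause of the higher cytokine and chemokine list. Its median was 2.9 without T-CM 1 (3.14 with it), which is on another scale than a sum. On the summed scale 78.5% of the rise of the cytokine list was left without T-CM 1, against 33.9% for the marker list. A contribution stays open, since marker transcripts remained in T-CM 2 to 5, with CCN1 at 0.664 to 1.81 CPM. CXCL8, which made up 69.6% of the summed rise of the cytokine list, was highest in T-CM 1 and kept 70.7% of its rise without it.

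Marker lists of other blood cells moved apart in CM against SFM. With the block, the monocyte list rose (median log2 fold change 1.87, 5 of 6 genes higher, limma fry adjusted p = 0.000526) and the T cell list fell (-1.31, 0 of 6 higher, adjusted p = 0.000856), as did the B cell (-0.96, adjusted p = 0.0184), erythroid (-1.41, adjusted p = 0.0174) and eosinophil (-1.8, adjusted p = 0.0184) lists. The platelet list did not pass (-0.35, adjusted p = 0.69), nor did the MDA-MB-231 list (-0.08, adjusted p = 0.769). Only 2 of 4 erythroid and 2 of 5 platelet genes were tested. The most abundant members fell from 62 to 17.7 CPM for CD247, 77.2 to 36.1 for MS4A1 and 3.21 to 1.08 for HBA2, while CCR3 of the eosinophil list rose from 83.9 to 191 CPM. A lower share of neutrophils that raises all other cell types alike is argued against by the T cell value of -1.31. More monocytes cannot be told apart from induction of these genes in neutrophils, since 1 of 6 markers fell with an adjusted p under 0.05. That gene was CX3CR1 (-2.85), while HLA-DRA rose from 167 to 740 CPM and VCAN from 0.524 to 9.3 CPM. A loss of lymphocytes and eosinophils in CM stays open. In T-CM against CM the eosinophil list fell (-0.84, limma fry adjusted p = 0.000856) and the platelet list rose (1.51, adjusted p = 0.0151, sums of 0.557 CPM in CM and 1.41 CPM in T-CM). The platelet rise rests on 2 genes of low level. PPBP stood at 0.0881 CPM in CM and 0.597 CPM in T-CM, and ITGA2B at 0.468 and 0.812 CPM. It does not by itself show more platelets. The monocyte (-0.04), T cell (-0.13), B cell (-0.13) and erythroid (-0.09) medians did not pass. The monocyte median hides members that went both ways, with 3 of 6 higher. HLA-DRA rose from 740 to 2510 CPM, while VCAN fell from 9.3 to 1.82 CPM and CSF1R from 56.1 to 19.2 CPM. The sum of that list was 858 CPM in CM and 2580 CPM in T-CM, higher in 5 of 5 pairs. In SFM-T against SFM no blood cell list passed, with medians of 0.3, -0.09, 0.09, 0, 0.06 and -0.4 for the monocyte, T cell, B cell, platelet, erythroid and eosinophil lists.

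CISH, a target of STAT5, rose in CM against SFM with little spread between samples (805 ± 77.7 CPM). The hypothesis that STAT5 signalling rose was tested on 10 other STAT5-responsive genes, listed after CISH had been seen. Its median log2 fold change was 0.66, with 6 of 10 genes higher. The list was higher in CM by limma's camera (p = 0.0156) and by an exact permutation test of the list score (p = 0.0238, 5 of 5 pairs higher). With the block the fry p was 6.88e-05, but the camera p was 0.0805. Its members went both ways: BCL2L1 (2.65), PIM1 (2.34), SOCS3 (2.21) and CSF2RB (0.82) rose and ID1 fell (-2.13), each with an adjusted p under 0.05. SOCS2 (-1.08), LTB4R (-0.76) and IL2RA (-0.35) were lower, and PIM2 (0.77) and CCND2 (0.47) higher, without passing. The result is consistent with such signalling but does not separate it from STAT3, which shares some of these targets.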
